# The Forkhead box F1 transcription factor inhibits collagen deposition and accumulation of myofibroblasts during liver fibrosis

**DOI:** 10.1242/bio.039800

**Published:** 2019-01-23

**Authors:** Hannah M. Flood, Craig Bolte, Nupur Dasgupta, Akanksha Sharma, Yufang Zhang, Chandrashekhar R. Gandhi, Tanya V. Kalin, Vladimir V. Kalinichenko

**Keywords:** FOXF1, Hepatic fibrosis, Myofibroblast, Hepatic stellate cell, Carbon tetrachloride liver injury

## Abstract

Hepatic fibrosis is the common end stage to a variety of chronic liver injuries and is characterized by an excessive deposition of extracellular matrix (ECM), which disrupts the liver architecture and impairs liver function. The fibrous lesions are produced by myofibroblasts, which differentiate from hepatic stellate cells (HSC). The myofibroblast’s transcriptional networks remain poorly characterized. Previous studies have shown that the Forkhead box F1 (FOXF1) transcription factor is expressed in HSCs and stimulates their activation during acute liver injury; however, the role of FOXF1 in the progression of hepatic fibrosis is unknown. In the present study, we generated *αSMACreER;Foxf1^fl/fl^* mice to conditionally inactivate *Foxf1* in myofibroblasts during carbon tetrachloride-mediated liver fibrosis. *Foxf1* deletion increased collagen depositions and disrupted liver architecture. *Timp2* expression was significantly increased in *Foxf1*-deficient mice while MMP9 activity was reduced. RNA sequencing of purified liver myofibroblasts demonstrated that FOXF1 inhibits expression of pro-fibrotic genes, *Col1α2*, *Col5α2*, and *Mmp2* in fibrotic livers and binds to active repressors located in promotors and introns of these genes. Overexpression of FOXF1 inhibits *Col1a2*, *Col5a2*, and *MMP2* in primary murine HSCs *in vitro*. Altogether, FOXF1 prevents aberrant ECM depositions during hepatic fibrosis by repressing pro-fibrotic gene transcription in myofibroblasts and HSCs.

## Abstract (precis)

**Summary:** The transcription factor FOXF1 is expressed in liver fibroblasts and regulates fibrosis by repressing pro-fibrotic genes. FOXF1 prevents aberrant extracellular matrix depositions during hepatic fibrosis.

## INTRODUCTION

The liver is the body's filter and insults can result from a variety of infectious, toxic and metabolic agents. Hepatic fibrosis is the common end stage to a multitude of liver diseases (Civan, 2016) and is characterized by an excessive deposition of extracellular matrix (ECM) and collagen (Cheng and Mahato, 2007). Novel animal models of hepatic fibrosis are greatly needed to identify molecular mechanisms responsible for the disease pathogenesis and for the development of therapeutic agents. Hepatic stellate cells (HSC) reside in the space of Disse and are characterized by their storage of lipids when in the quiescent state (Yin et al., 2013; Croci et al., 2013). During fibrogenesis, quiescent HSCs differentiate into myofibroblasts (MF) in response to cytokine signaling from damaged hepatocytes and immune cells after liver insult. MFs secrete ECM and collagen to encapsulate the site of injury and shield the liver from plaguing insults (Cheng and Mahato, 2007). While HSCs and MFs make up only a small number of cells in liver tissue, they are the main contributors of ECM and collagen during liver repair and fibrogenesis (Brenner et al., 2012; Fausther et al., 2013). The TGF-β and PDGF signaling pathways play key roles in hepatic fibrosis and HSC activation (Makarev et al., 2016). TGF-β signaling stimulates cellular transdifferentiation of HSCs to MFs (Hellerbrand et al., 1999; Bachem et al., 1993), whereas PDGF signaling induces cellular proliferation in fibrotic foci (Wong et al., 1994; Kinnman et al., 2002).

The Forkhead Box F1 (FOXF1) transcription factor is expressed in human and murine HSCs and is important in regulating stellate cell activation after acute liver injury (Kalinichenko et al., 2003). In the advanced disease state of hepatocellular carcinoma (HCC), which is associated with significant fibrotic depositions, *FOXF1* expression has been shown to be significantly decreased (Hodo et al., 2013). *Foxf1^−/−^* mice are embryonic lethal due to severe developmental abnormalities in the yolk sac and allantois (Mahlapuu et al., 2001). Murine haploinsufficiency of *Foxf1* causes lung hypoplasia, loss of alveolar capillaries in the lung and gall bladder agenesis (Kalinichenko et al., 2002; Bolte et al., 2018), and was associated with delayed lung and liver repair. After acute liver injury by carbon tetrachloride (CCl_4_), *Foxf1*^+/−^ mice exhibited diminished activation of HSCs and delayed liver repair, indicating that FOXF1 is essential for liver repair after acute liver injury (Kalinichenko et al., 2003). *Foxf1* siRNA delivered to mice through nanoparticles prevented activation of HSCs and subsequent collagen deposition after cholestatic liver injury (Abshagen et al., 2015). While these studies have shown that FOXF1 is required for activation of HSCs after acute liver injury, the role of FOXF1 in MFs and in the progression of fibrotic responses remains unknown.

In the present study, we generated a novel genetic mouse model to conditionally delete *Foxf1* from MFs (*αSMACreER;Foxf1^fl/fl^*). During chronic liver injury, deletion of *Foxf1* in MFs exacerbated hepatic fibrosis, increased collagen deposition and stimulated expression of profibrotic genes in the liver tissue. Our studies indicate that *Foxf1* expression in MFs is critical to prevent MF accumulation and collagen deposition during liver fibrosis.

## RESULTS

### Deletion of *Foxf1* in αSMA-positive cells exacerbates CCl_4_-induced hepatic fibrosis

Previous studies demonstrated that FOXF1 is present in HSCs in murine developing and adult livers (Kalinichenko et al., 2003; Kim et al., 2005). Consistent with these studies, FOXF1 staining was detected in livers of e12.5-e17.5 mouse embryos as well as in mesenchyme of stomach and intestine (Fig. S1). In adult mice, FOXF1 is specifically expressed in the liver parenchyma but not in endothelial or smooth muscle cells surrounding the portal vein or hepatic artery (Kalinichenko et al., 2003) (Fig. 1A; Fig. S1), and FOXF1 staining co-localized with desmin (DES) (Fig. 1A), a known marker of HSCs (Yokoi et al., 1984). To investigate the role of *Foxf1* in liver fibrosis, we utilized a conditional knockout approach. Transgenic mice containing a tamoxifen-inducible *αSMA-CreER* transgene and two *Foxf1*-floxed alleles (*αSMACreER;Foxf1^fl/fl^*) were generated by breeding *αSMA-CreER* and *Foxf1^fl/fl^* mice (Fig. 1B,C). Hepatic fibrosis was induced by chronic liver injury using multiple administrations of CCl_4_, which is known to increase fibrotic depositions and disrupt liver architecture in experimental mice (Martinez et al., 2014). Tamoxifen was given three times per week to achieve a continuous deletion of *Foxf1* in αSMA-positive MFs (Fig. 1D) that derive from HSCs after liver injury (Mederacke et al., 2013). Morphological analysis of liver sections revealed increased fibrotic deposition in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers compared to controls as shown by H&E (Fig. 1E; Fig. S2) and Masson's Trichrome staining (Fig. 1F; Fig. S2). Increased fibrosis in *αSMACreER;Foxf1^−/−^* livers was confirmed by significant increases in collagen levels by Sircol (Fig. 1G) and hydroxyproline (Fig. S2) assays as well as by qRT-PCR for *Col1α1* and *Col3α1* mRNAs (Fig. 1H). Treatment with tamoxifen alone (without CCl_4_) did not affect liver architecture or induce liver fibrosis (Fig. S2). Thus, deletion of *Foxf1* from MFs accelerates liver fibrosis after chronic liver injury.

**Fig. 1.**
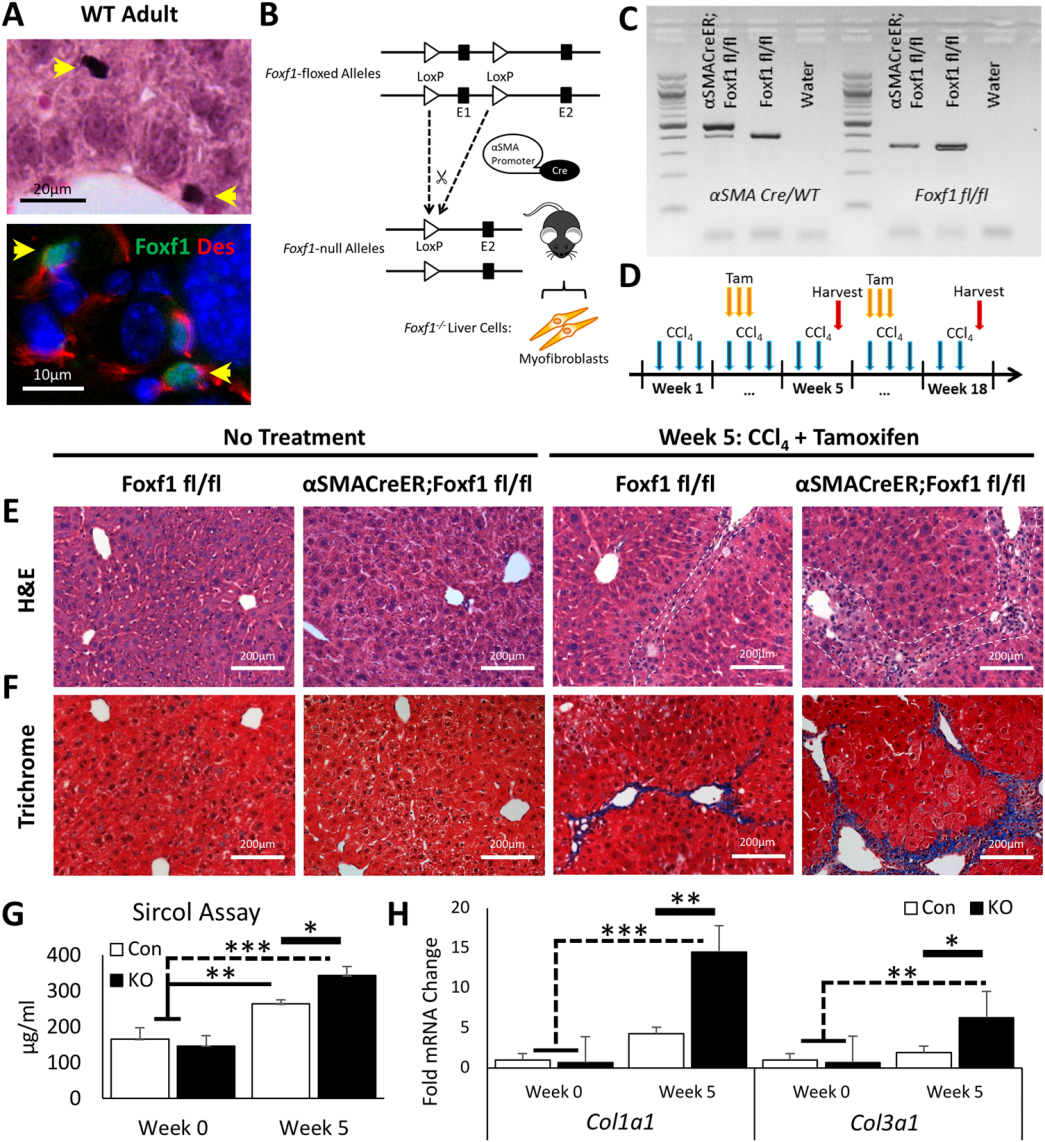
**Hepatic fibrosis is increased after CCl_4_ injury in mice with FOXF1 deficiency.** (A) FOXF1 co-localizes with DES in hepatic stellate cells in adult mice. (B) Diagram demonstrates *αSMA-CreER* transgene with LoxP sites flanking the *Foxf1* Exon 1 (encoding DNA-binding domain). (C) DNA gel shows genotypes of *Foxf1^fl/fl^* and *αSMACreER;Foxf1^fl/fl^* mice. (D) Diagram illustrates CCl_4_ and tamoxifen (Tam) treatment protocol. (E,F) H&E and Masson's trichrome staining show fibrotic depositions after five weeks of CCl_4_ treatment. Fibrosis was increased in livers from *αSMACreER;Foxf1^−/−^* mice. White dashed lines indicate fibrotic lesion boundaries. (G) Collagen deposition was quantitated using the Sircol assay. *n*=2 mice per group in week 0; *n*=4 mice per group in week 5. (H) qRT-PCR analysis demonstrates significant increases in *Col1α1* and *Col3α1* mRNAs in livers from *αSMACreER;Foxf1^−/−^* mice. *n*=3 mice per group in week 0; *n*=5 mice per group in week 5. Untreated livers from *Foxf1^fl/fl^* and *αSMACreER;Foxf1^fl/fl^* mice were used as normal controls. mRNAs were normalized to *Actb*. *P<0.05, **P<0.01, ***P<0.001.

### FOXF1 expression is decreased in hepatic myofibroblasts of *αSMACreER;Foxf1^−/−^* mice

Since FOXF1 is expressed in HSCs in the liver (Kalinichenko et al., 2003), we examined the efficiency of *Foxf1* deletion in our experimental model, using immunostaining for FOXF1 and DES. Without CCl_4_ treatment, FOXF1 was observed in cell nuclei of DES-positive stellate cells in *Foxf1^fl/fl^* and *αSMACreER;Foxf1^fl/fl^* livers (Fig. 2A). After CCl_4_ and Tam treatment, FOXF1 staining was reduced in DES-positive cells of *αSMACreER;Foxf1^−/−^* livers but not in *Foxf1^fl/fl^* livers (Fig. 2A). We also immunostained liver sections for FOXF1 and αSMA, a marker of MFs (Rockey et al., 2013). While αSMA was not detected in parenchyma of quiescent livers, αSMA staining was increased after CCl_4_ injury. FOXF1 was detected in MFs of control livers but not in *αSMACreER;Foxf1*^−/−^ livers (Fig. 2B). Quantitative counts of FOXF1-expressing cells demonstrated that the number and percentage of FOXF1^+^ MFs (FOXF1^+^ αSMA^+^) were reduced whereas the number and percentage of FOXF1^−^ MFs (FOXF1^−^ αSMA^+^) were elevated in injured *αSMACreER;Foxf1^−/−^* livers compared to controls (Fig. S3). FOXF1 protein and mRNA were increased in CCl_4_-treated *Foxf1^fl/fl^* livers and purified HSCs (Fig. 2C,D; Fig. S3) but not in the *αSMACreER;Foxf1^−/−^* livers (Fig. 2C,D). The loss of FOXF1 in *αSMACreER;Foxf1^−/−^* livers occurred in periportal regions while pericentral regions were unaffected (Fig. 2E). The *αSMA-CreER* transgene allows for the maintained presence of FOXF1 for HSC activation (Kalinichenko et al., 2003) and only deletes FOXF1 after *αSMA* is expressed in MFs. Thus, *αSMA-CreER* transgene effectively deletes *Foxf1* from hepatic MFs during CCl_4_-mediated chronic liver injury.

**Fig. 2.**
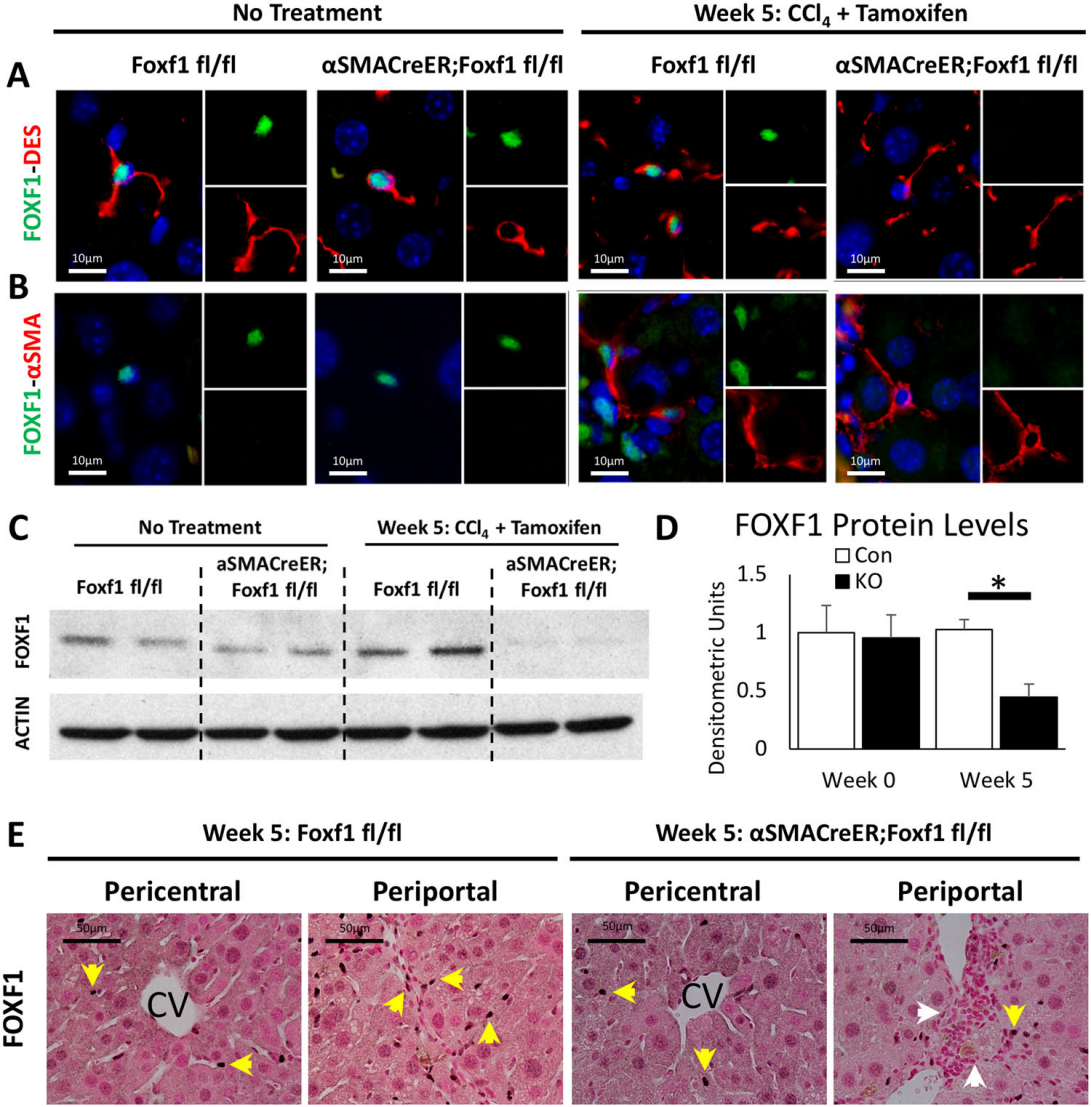
**αSMA-CreER effectively deletes *Foxf1* from hepatic myofibroblasts.** (A,B) FOXF1 co-localizes with DES in HSCs before and after CCl_4_-induced injury. FOXF1 co-localizes with DES and αSMA in MFs after chronic liver injury. *αSMA-CreER* effectively deletes *Foxf1* from MFs after Tam treatment. (C) Western blot shows total liver protein levels of FOXF1 are decreased in *αSMACreER;Foxf1^−/−^* livers after CCl_4_ injury. Cropped blots are presented here with full length blots presented in Fig. S12. (D) Quantification of western blot revealed a significant loss of FOXF1 in *αSMACreER;Foxf1^−/−^* livers. Quantification was averaged across four blots. FOXF1 levels were internally normalized to ACTIN for each sample. *P<0.05. (E) FOXF1 staining is detected in liver parenchyma and fibrotic regions (yellow arrows). FOXF1 staining is decreased in fibrotic regions of *αSMACreER;Foxf1^−/−^* livers (white arrows).

### Deletion of *Foxf1* reduces MMP9 activity in CCl_4_-injured livers

Histological staining with Sirius Red/Fast Green showed a significant increase in collagen accumulation in *αSMACreER;Foxf1^−/−^* livers after five weeks of CCl_4_ treatment (Fig. 3A; Fig. S4). Increased fibrosis in *Foxf1*-deficient livers was confirmed by immunostaining for DES and αSMA (Fig. 3B,C). To examine the consequences of extended CCl_4_ treatment, we treated mice with CCl_4_ for 18 weeks. While hepatic enzymes AST and ALT were increased in blood serum after 18 weeks of CCl_4_, there was no difference between CCl_4_ treated *αSMACreER;Foxf1^−/−^* and control mice (Fig. 3D,E). Blood serum protein (albumin, globulin) and bilirubin (direct, indirect) levels were not affected after deletion of *Foxf1* (Fig. S5). Collagen accumulation was time-dependent (Fig. S6), and after 18 weeks of CCl_4_ treatment, resulted in widespread liver fibrosis (Fig. S7) and in rare cases, the appearance of visible tumors (Fig. S7).

**Fig. 3.**
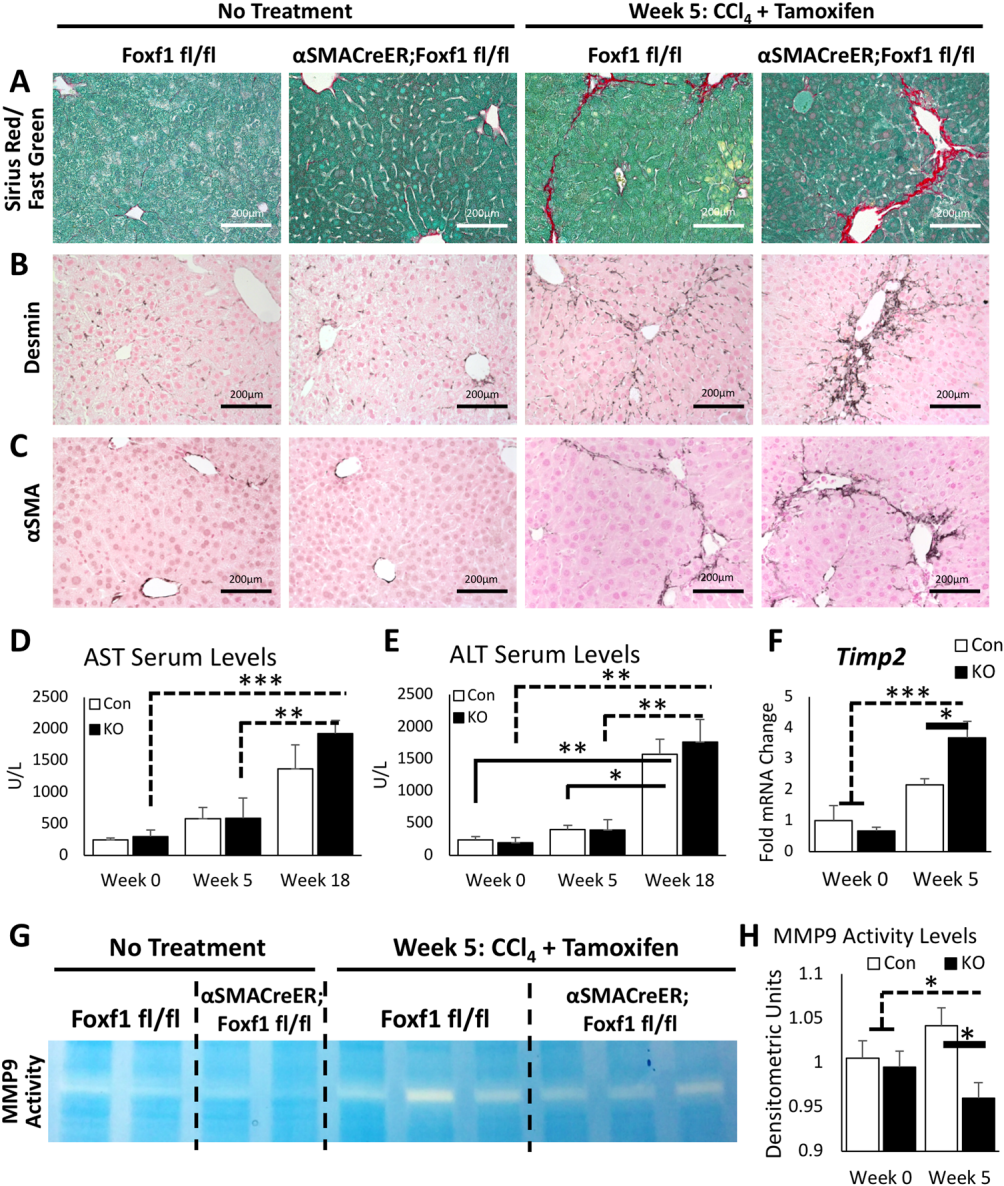
**Deletion of *Foxf1* from myofibroblasts increases liver fibrosis and inhibits MMP9 activity.** (A) Sirius Red/Fast Green staining demonstrates increased collagen deposition between portal triads in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers. (B,C) Immunohistochemistry shows increased staining for DES and αSMA in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers. (D,E) Serum enzymatic analysis demonstrates increased AST and ALT levels after chronic CCl_4_-induced liver injury. *Foxf1* deletion does not affect AST or ALT in blood serum. For AST levels: *n*=3 control mice and *n*=4 KO mice in week 0; *n*=5 control mice and *n*=5 KO mice in week 5; *n*=4 control mice and *n*=7 KO mice in week 18. For ALT levels: *n*=5 control mice and *n*=6 KO mice in week 0; *n*=7 control mice and *n*=8 KO mice in week 5; *n*=4 control mice and *n*=7 KO mice in week 18. (F) Increased *Timp2* mRNA in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers is found by qRT-PCR. (G) Representative zymography gel shows decreased MMP9 activity in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers. Cropped gel is presented here with full gel presented in Fig. S12. (H) Quantification of zymography gels reveals a significant decrease in MMP9 activity in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers. Quantification was averaged across three gels. *P<0.05, **P<0.01, ***P<0.001.

Since MMP9 plays an important role in collagen degradation after liver injury (Duarte et al., 2015), we evaluated mRNA expression of *Mmp9* and its inhibitor, *Timp2*, in liver tissue. *Timp2* mRNA was increased in CCl_4_-injured *αSMACreER;Foxf1^−/−^* livers compared to controls (Fig. 3F). Although *Mmp9* mRNA was unchanged (Fig. S8), evaluation of MMP9 activity through zymography demonstrated a significant decrease in enzymatic activity of MMP9 in *αSMACreER;Foxf1^−/−^* livers after CCl_4_ treatment (Fig. 3G,H). *Mmp8*, *Mmp13*, *Mmp16*, *Timp1* and *Timp3* mRNA levels were not affected in *Foxf1*-deficient livers (Fig. S8). Thus, *Foxf1* deletion from MFs increases *Timp2* mRNA and reduces MMP9 activity in fibrotic livers.

### Deletion of *Foxf1* does not influence cellular proliferation in fibrotic livers

We evaluated proliferation markers to investigate if the increased fibrosis in *αSMACreER;Foxf1^−/−^* livers was due to an expansion of the stromal cells. While cellular proliferation was increased after CCl_4_ treatment, there were no significant differences in the number of proliferating hepatocytes or non-hepatocytes between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers (Fig. 4A–C; Fig. S9). Hepatocytes and non-hepatocytes were identified through distinct morphological appearances (Malarkey et al., 2005) from high magnification images. mRNAs of proliferation-specific genes *Foxm1*, *Ccnb1*, *Ccnd1*, and *AurKB (*Wang et al., 2009; Kalin et al., 2011*;* Ren et al., 2013*)* were unchanged between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers (Fig. 4D). Proliferating HSCs and MFs were detected in CCl_4_-treated livers by co-localization of Ki-67 with DES (Fig. 4E) and αSMA (Fig. S9); however, there were no changes in the number of Ki-67-positive HSCs and MFs after deletion of *Foxf1* (Fig. 4F). Protein levels of proliferation-specific genes FOXM1 and CCND1 were unaltered in *αSMACreER;Foxf1^−/−^* livers compared to controls (Fig. 4G). Thus, *Foxf1* deletion does not affect proliferation of HSCs and MFs after chronic CCl_4_ liver injury.

**Fig. 4.**
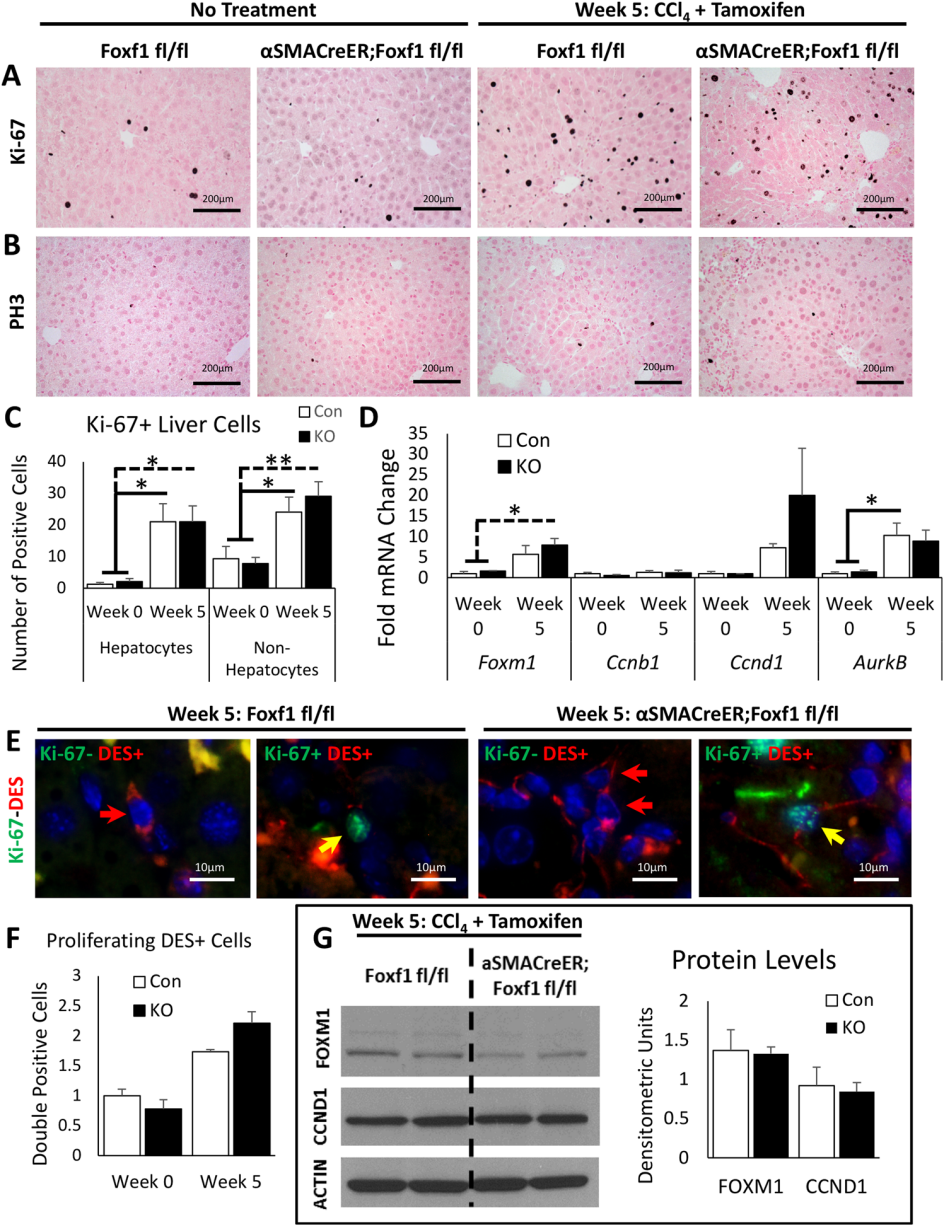
**Deletion of *Foxf1* does not influence proliferation of hepatic myofibroblasts.** (A) Ki-67 staining shows a significant increase in cell proliferation following CCl_4_-induced liver injury. No difference in Ki-67 staining is detected between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers. (B) PH3 staining shows no significant changes in mitotic rates between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers. (C) The number of Ki-67^+^ hepatocytes and non-hepatocytes in *Foxf1^fl/fl^* livers was similar to those in *αSMACreER;Foxf1^−/−^* livers. Numbers of Ki-67^+^ cells were counted in 20–25 random 200× microscope fields using *n*=3 mice per group in week 0 and *n*=7 control mice and *n*=6 KO mice in week 5. (D) qRT-PCR was used to measure mRNAs in whole liver RNA. mRNAs were normalized to *Actb*. *n*=3 mice per group in week 0; *n*=5 mice per group in week 5. (E) Co-localization of Ki-67 with DES shows the presence of Ki-67^+^ MFs in livers of CCl_4_-treated mice. (F) Quantification of co-localization of Ki-67 with DES shows no difference in the number of Ki-67^+^ DES^+^ cells in *Foxf1^fl/fl^* livers compared to *αSMACreER;Foxf1^−/−^* livers. (G) Western blot shows no significant difference in total liver protein levels of FOXM1 and CCND1 between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers. Cropped blots are presented here with full length blots presented in Fig. S12. *P<0.05, **P<0.01.

### RNA-seq analysis identified direct FOXF1 target genes critical for ECM deposition and hepatic fibrosis

In order to identify FOXF1 target genes, RNA-seq (GEO accession GSE123726) was performed on primary hepatic stromal cells (containing MFs and HSCs) isolated from CCl_4_-treated *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers. 

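Adherent liver cells were collected after a period of plating, which the authors used to purify hepatic stellate cells (HSCs, the vitamin A-storing cells that become collagen-producing myofibroblasts in injured liver) and myofibroblasts, and RNA was pooled within each genotype. The mice had received CCl4, a hepatotoxin, for 5 weeks. There was 1 library per genotype, so no difference between the genotypes has a replicate check, and no p-value across genes is given. The authors aligned single-end reads with the Tophat/Cufflinks pipeline and deposited, for each library, the FPKM of each Ensembl gene (fragments per kilobase of transcript scaled to the number of mapped fragments) with a status for each estimate. The fold changes in the paper came from a separate quantification by the authors against the RefSeq annotation with DESeq normalization. Each library had values for 38320 gene entries, of which 18112 were above 0 in Foxf1fl/fl cells and 18854 in αSMACreER;Foxf1−/− cells. No read counts were analysed here. From the spacing of the low values on 3645 genes with a single transcript, a library of about 9936006 mapped reads was estimated for Foxf1fl/fl and of about 11629178 for αSMACreER;Foxf1−/−. Only 58.1% and 56.3% of those low values lay within 0.1 of a whole read, so the estimate is rough. It was used for the read numbers given for single genes, for the depth of simulated libraries and for approximate 95% intervals, which cover counting error and not differences between animals. Reads were placed on the longest annotated transcript for this purpose.
Values were rescaled by the median ratio of the 12014 genes with an FPKM of at least 1 in both libraries, which divided the αSMACreER;Foxf1−/− values by 1.02. Fold changes are given as log2(FPKM + 0.1) of αSMACreER;Foxf1−/− minus Foxf1fl/fl, a scale that understates the change of genes near 0. Summaries over genes used the 12861 genes with a mean FPKM of at least 1 and a status of OK in both libraries. Scaling to an equal FPKM sum shifted the median of all genes to 0.21, and upper-quartile scaling shifted it to 0.13, so directions below hold relative to that shift. Foxf1 was not analysed here. Simulated libraries of the same depth, in which 200 genes were changed 3-fold, gave 99.5% of the changed genes past 1.5-fold in the right direction, and 421 of 12292 unchanged genes passed 1.5-fold by counting error alone. The changed genes were drawn from above the expression limit of the filter, and no smaller change was simulated. The simulation held no trend with transcript length, so its recovery does not carry over to changes near 1.5-fold.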

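Markers of several liver cell types were read from both libraries. Des (ENSMUSG00000026208, chromosome 1 from 75360329 to 75368579 of GRCm38) encodes the intermediate filament desmin and had an FPKM of 1.703 in Foxf1fl/fl cells and 3.29 in αSMACreER;Foxf1−/− cells, a log2 fold change of 0.89 (counting interval 0.40 to 1.38). Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255336) encodes α-smooth muscle actin and had 7.77 and 5.65, a log2 fold change of −0.48 (counting interval −0.83 to −0.13). Pdgfrb had 1.03 and 1.43. Among 20 stellate cell and myofibroblast markers outside the ECM that passed the filter, the median log2 fold change was 0.16, at percentile 73.2 of 10000 random lists of the same size matched on mean expression. Against lists matched on transcript length, chosen after seeing the data, it was at percentile 97.4. Matched on both expression and length, it was at 94.1. The hepatocyte gene Alb had an FPKM of 2292 in Foxf1fl/fl cells and 912 in αSMACreER;Foxf1−/− cells, Ttr had 322 and 86.8, and Apoa1 had 261 and 84.2. The Kupffer cell marker Clec4f had 1117 and 753, Cd68 had 646 and 679, Adgre1 (F4/80) had 162 and 165, and Marco had 1168 and 929. The median FPKM over 22 macrophage markers was 503 in Foxf1fl/fl and 485 in αSMACreER;Foxf1−/−, against 1.99 and 2.54 over the 30 stellate cell and myofibroblast markers. The endothelial marker Pecam1 had 93.3 and 96.6.

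**Figure D1:**
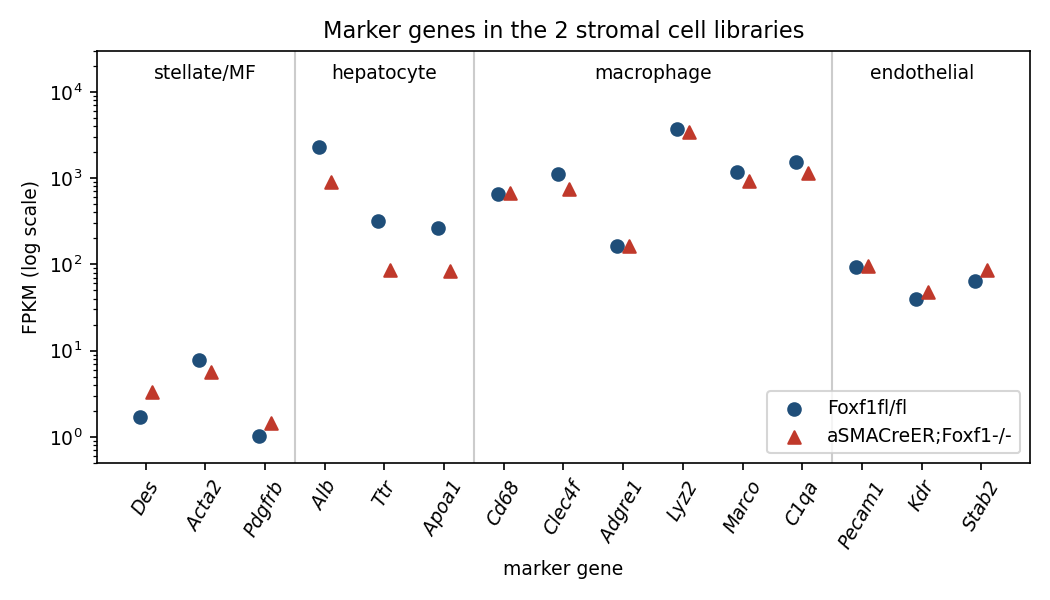
FPKM (log scale) of marker genes in the Foxf1fl/fl library (circles) and the aSMACreER;Foxf1-/- library (triangles), 1 value per library and no error bars. Des, Acta2 and Pdgfrb lie below an FPKM of 10, and Alb, Clec4f and Lyz2 lie above Pecam1 in both libraries.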

Purified cells expressed *Des* and *Acta2*, but lacked hepatocyte (Nikoozad et al., 2014) and Kupffer cell (Yang et al., 2013*)* markers (Fig. S10). *Foxf1* mRNA was lost in isolated *αSMACreER;Foxf1^−/−^* stromal cells (Fig. 5A), a finding consistent with efficient deletion of *Foxf1* from CCl_4_-treated livers. The RNA-seq was used to compare differential gene expression patterns between the *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* stromal cells. 

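Of the 12861 genes that passed the filter, 1662 were at least 1.5-fold higher and 1695 at least 1.5-fold lower in αSMACreER;Foxf1−/− stromal cells. Of these, 1491 and 1471 also had a counting interval that excluded no change. A threshold of 2-fold gave 581 higher and 800 lower, and no filter on low values gave 3978 and 3302. The balance depended on the scaling. An equal FPKM sum gave 2829 higher and 1135 lower, and upper-quartile scaling gave 2338 and 1281. The direction of change varied with transcript length across genes (Spearman's rho 0.45 with the longest annotated transcript and 0.26 with the median transcript length, over 12692 genes, which are not independent replicates). In the tenth of genes with the shortest transcripts, 73 to 983 bases, the median log2 fold change was −0.40, and in the tenth with the longest, 6390 bases or more, it was 0.42. In the first of these groups 232 genes were at least 1.5-fold higher and 487 lower, and in the last 421 were higher and 41 lower. After the median of each of 20 length groups was subtracted, an alternative chosen after seeing the data, 1310 genes were at least 1.5-fold higher and 1430 lower.
The 10 genes with the most extreme fold changes at a mean FPKM of at least 10 all encode RNAs of 75 to 134 bases. Gm25994, Mir1894, Gm24103, Snord21 and Snord16a had log2 fold changes of 11.11, 10.01, 9.51, 9.47 and 9.47, and mt-Tl1, Mir719, Snora64, Gm23991 and Gm26473 had −10.61, −10.55, −10.04, −10.00 and −9.61. Each was at or near an FPKM of 0 in 1 of the libraries, and each is shorter than the fragment length of 200 bases assumed for the read estimate. The size of these fold changes therefore depended on the pseudocount. With pseudocounts of 1 and 0.01, Gm25994 had 7.80 and 14.44, and mt-Tl1 had −7.30 and −13.94.

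**Figure D2:**
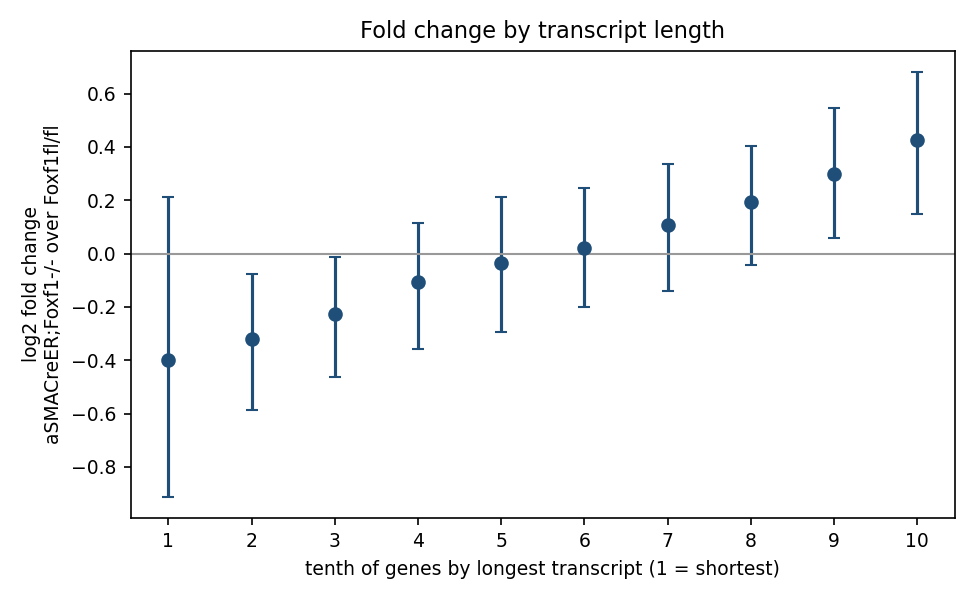
Median log2 fold change, aSMACreER;Foxf1-/- over Foxf1fl/fl, in 10 groups of genes ordered by the longest annotated transcript, with bars from the 25th to the 75th percentile of genes in the group. The median rises from −0.40 in the first group to 0.42 in the last.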

The differential gene expression in the two groups are represented in a heat map (Fig. 5B). 

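Gene lists for the functions of interest were compared with 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test between genotypes. Fig. 5C, made from the same libraries, prompted the collagen, integrin, cytochrome P450 and conjugation lists. Their directions are therefore not independent of these data. The 23 collagen genes had a median log2 fold change of 0.53, at percentile 100 of the random lists. Of these, 20 were higher in αSMACreER;Foxf1−/− cells, 6 by at least 1.5-fold, and 0 were lower by 1.5-fold. For 47 other ECM genes the median was 0.29 (percentile 99.98), with 8 at least 1.5-fold higher and 3 lower. For 21 integrin genes it was 0.26 (percentile 99.0). The collagen median moved most with the length trend removed, an alternative chosen after seeing the data, to 0.19. The stellate cell and myofibroblast markers outside the ECM then also had a median of 0.19. With the trend removed, a change in cell proportions could therefore not be told apart from a change within cells. Against random lists matched on transcript length, also chosen after seeing the data, the collagen list was at percentile 98.4, the other ECM list at 96.9 and the integrin list at 73.6. The median longest transcript was 6119 bases for the collagen genes and 3066.5 bases for all genes.
The metabolic lists moved the other way. The median log2 fold change was −0.96 for 46 cytochrome P450 genes, of which 32 fell at least 1.5-fold. It was −1.04 for 36 conjugation enzyme genes, −1.05 for 48 genes of amino acid metabolism and −0.41 for 46 genes of lipid metabolism, and each list was at percentile 0 of the random lists, matched on expression or on length. Hpd fell from an FPKM of 81.8 to 23.4 and Fasn from 20.4 to 10.9, while Acaca rose from 1.56 to 2.77. The 39 genes for proteins that hepatocytes secrete, which are not enzymes of these pathways, had a median of −1.49, and 37 of them fell at least 1.5-fold.

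**Figure D3:**
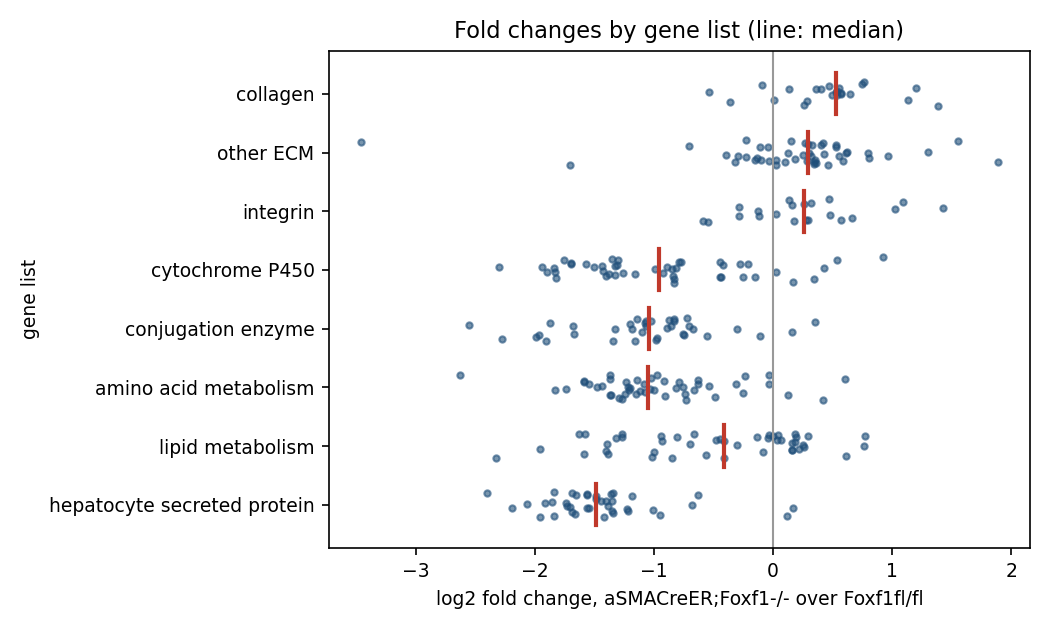
Log2 fold change, aSMACreER;Foxf1-/- over Foxf1fl/fl, of each gene (points) in 8 gene lists, with the median of each list as a vertical line and points spread vertically for legibility. Medians are 0.53 for collagen genes and −1.49 for hepatocyte secreted protein genes.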

Gene ontology demonstrated that increased functional pathways for the *αSMACreER;Foxf1^−/−^* mice were related to ECM regulation, while decreased functional pathways included normal liver functions and metabolism (Fig. 5C). RNA-seq analysis was cross referenced with FOXF1 ChIP-seq analysis (GEO accession GSE100149). 905 genes were common between RNA-seq and ChIP-seq (Fig. 5D), which include 74 genes related to ECM deposition and fibrosis. 

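The 20 genes listed in Fig. 5E were read from both libraries. The paper selected them partly by their fold changes in these same libraries, so a shared direction was largely set in advance and is not independent evidence. The 16 genes listed there as increased were all higher in αSMACreER;Foxf1−/− cells, with log2 fold changes from 0.19 to 1.30 and a median of 0.61. Of these, 8 rose at least 1.5-fold, and 15 had a counting interval above 0. Fn1 (ENSMUSG00000026193, chromosome 1 from 71585523 to 71653171 of GRCm38, fibronectin) rose from an FPKM of 127 to 319, a log2 fold change of 1.30 (counting interval 1.27 to 1.33). Lepr had a log2 fold change of 1.22 (0.92 to 1.52), and Flrt2 had 1.12 (0.86 to 1.39). Exoc4 had an FPKM of 7.47 and 8.70, a log2 fold change of 0.19 with a counting interval from −0.0092 to 0.39. Its log2 fold change depended on the scaling and was 0.22 with the values as deposited, 0.32 with upper-quartile scaling and 0.39 with an equal FPKM sum. The 4 genes listed as decreased all fell at least 1.5-fold. Fgl1 fell from 56.5 to 10.8, a log2 fold change of −2.40 (−2.55 to −2.26), Itih1 had −1.22, Pcolce2 had −1.09 and Dctn3 had −0.65. Dctn3 no longer fell 1.5-fold with upper-quartile scaling (−0.52), an equal FPKM sum (−0.45) or the length trend removed (−0.25). Fgl1 and Itih1 are also on the list of proteins secreted by hepatocytes. The median longest transcript of the 16 increased genes was 6580.5 bases, and with the length trend removed, an alternative chosen after seeing the data, 14 of them stayed higher and 4 rose at least 1.5-fold, while Exoc4 (−0.0064) and Fryl (−0.036) changed direction. Scaling to an equal FPKM sum moved the number of the 20 genes past 1.5-fold from 12 to 18.

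**Figure D4:**
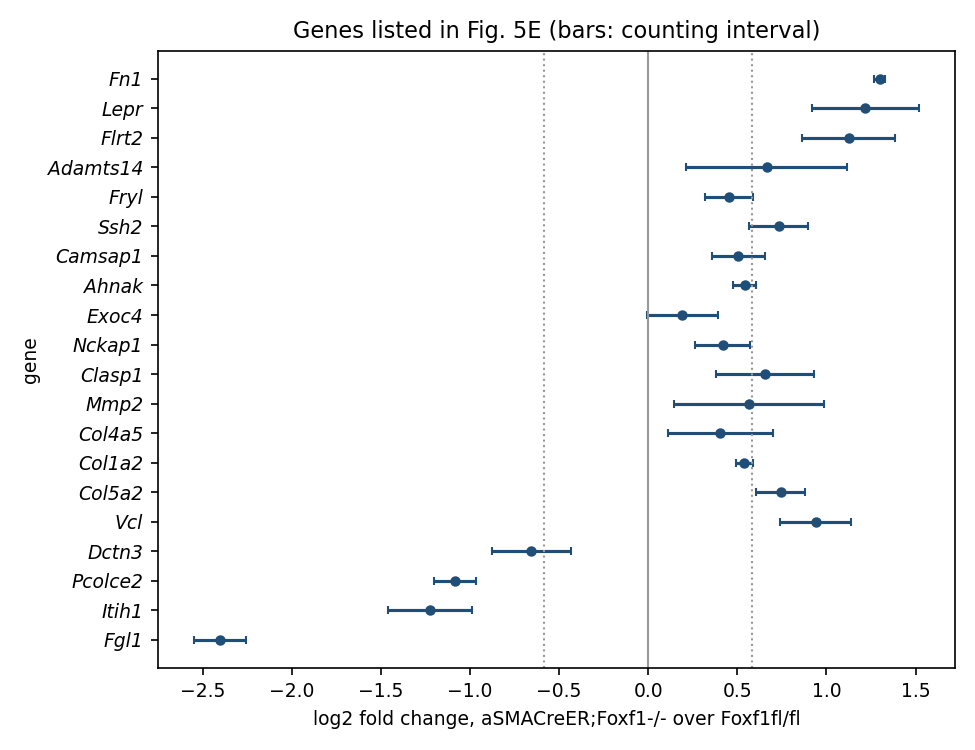
Log2 fold change, aSMACreER;Foxf1-/- over Foxf1fl/fl, of the 20 genes of Fig. 5E, with bars for the approximate 95% counting interval and dotted lines at 1.5-fold in each direction. Values run from −2.40 for Fgl1 to 1.30 for Fn1, and the bar of Exoc4 includes 0.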

ChIP-seq proximity analysis revealed that 20 of these ECM genes had FOXF1 binding sites within 2KB of the transcription start site (Fig. 5E).

**Fig. 5.**
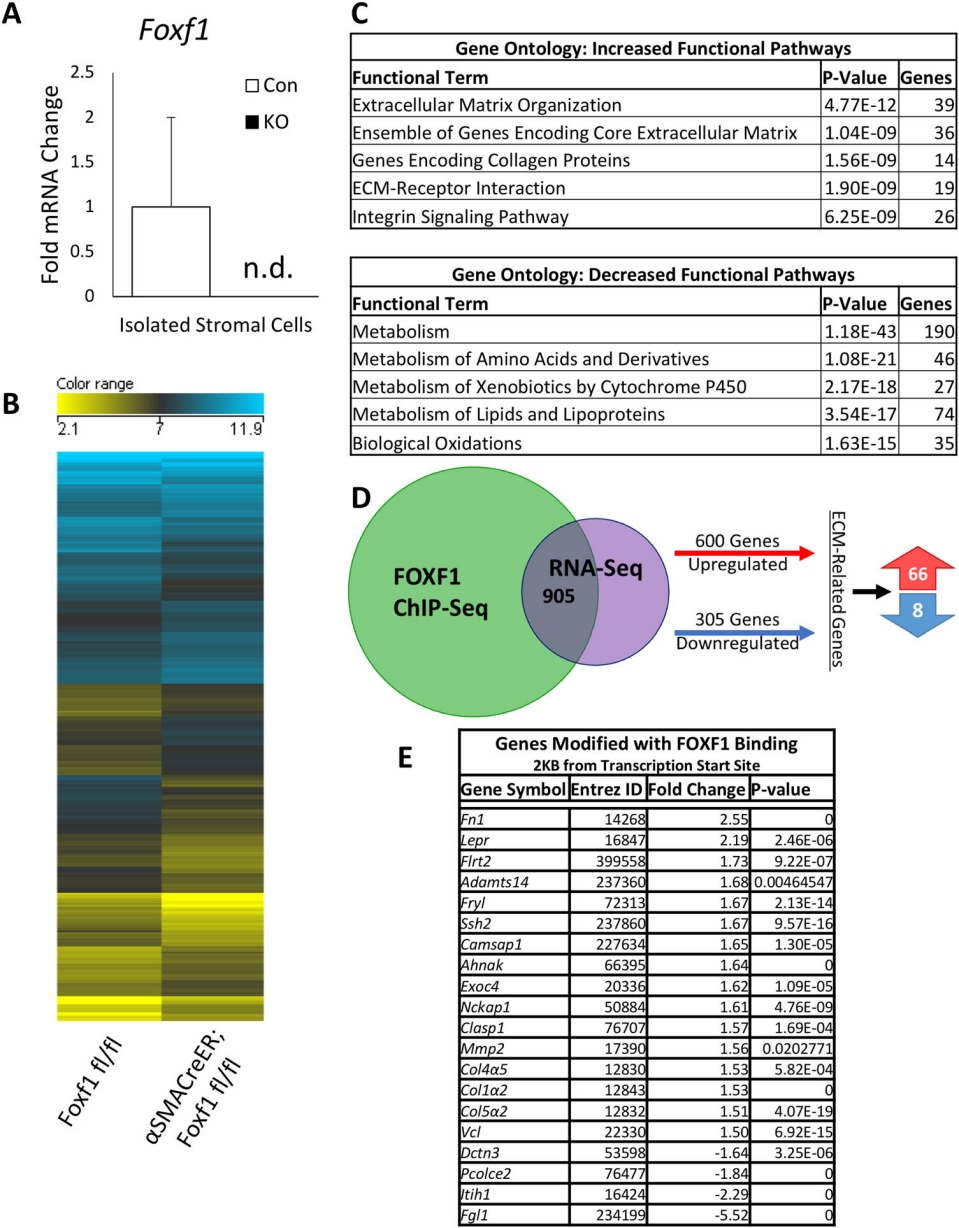
**FOXF1 deletion alters expression of pro-fibrotic genes in hepatic myofibroblasts.** (A) qRT-PCR analysis of primary hepatic stromal cells submitted for RNA sequencing shows that *Foxf1* mRNA is not detected (n.d.) in *αSMACreER;Foxf1^−/−^* livers. Samples were pooled for further analysis. (B) Heat map shows differentially expressed genes in stromal cells from *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers after chronic CCl_4_-induced hepatic injury as identified by RNA-seq analysis. (C) Biological processes influenced by the deletion of *Foxf1* were identified using ToppFunn. *P*-values and number of genes are listed for each classification. (D) 905 overlapping genes were identified between ChIP-seq (GEO accession GSE100149) and RNA-seq (GEO accession GSE123726) data, of which 74 were ECM-related genes. (E) Table shows 20 ECM-related genes identified by ChIP-seq and RNA-seq (FOXF1 binding was analyzed within 2 KB from transcriptional start site).

Interestingly, *Col1α2*, *Col5α2* and *Mmp2* were among the 20 ECM-related genes that had FOXF1 binding sites within the gene loci (Fig. S11, Table S1). COL1α2 and COL5α2 are common ECM components in fibrotic livers (Mak et al., 2016), whereas MMP2 is a collagenase that is increased during liver fibrosis and associated with disease progression (Benyon et al., 1996). Expression of *Col1α2*, *Col5α2* and *Mmp2* mRNAs were increased in CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers as shown by RNA-seq and qRT-PCR (Fig. 5E, Fig. 6D), suggesting a negative regulation by FOXF1. 

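In the RNA-seq libraries, which came from isolated stromal cells, Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541543 of GRCm38, plus strand) had an FPKM of 102 in Foxf1fl/fl cells and 151 in αSMACreER;Foxf1−/− cells. Its log2 fold change was 0.54 (counting interval 0.49 to 0.59). Col5a2 (ENSMUSG00000026042, chromosome 1 from 45374321 to 45503282, minus strand) had 9.56 and 16.4, a log2 fold change of 0.74 (0.60 to 0.88). Mmp2 (ENSMUSG00000031740, chromosome 8 from 92827328 to 92853417, plus strand) had 2.46 and 3.75, a log2 fold change of 0.56 (0.14 to 0.99) that rests on about 70 and 125 reads. The intervals cover counting error in a single pooled library per genotype. With the length trend removed, an alternative chosen after seeing the data, the log2 fold changes were 0.29 for Col1a2, 0.38 for Col5a2 and 0.56 for Mmp2. From the higher mRNA levels of these genes in RNA-seq and qRT-PCR, the paper proposes that FOXF1 regulates them negatively.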

The presence of gene silencing histone methylation marks H3K9me3 and H3K27me3 (Dong and Weng, 2013; Bernstein et al., 2006) in FOXF1-binding promoter regions (Fig. 6A–C) is consistent with negative regulation of these genes by FOXF1. In order to confirm the regulation of *Col1α2*, *Col5α2* and *Mmp2* by FOXF1, we overexpressed FOXF1 in isolated murine HSCs (Fig. 6E). Lentiviral-mediated overexpression of FOXF1 decreased *Col1α2* and *Mmp2 in vitro* (Fig. 6F). Thus, FOXF1 negatively regulates expression of pro-fibrotic genes in MFs. Altogether, FOXF1 expression in myofibroblasts is essential to inhibit liver fibrosis after chronic liver injury (Fig. 6G).

**Fig. 6.**
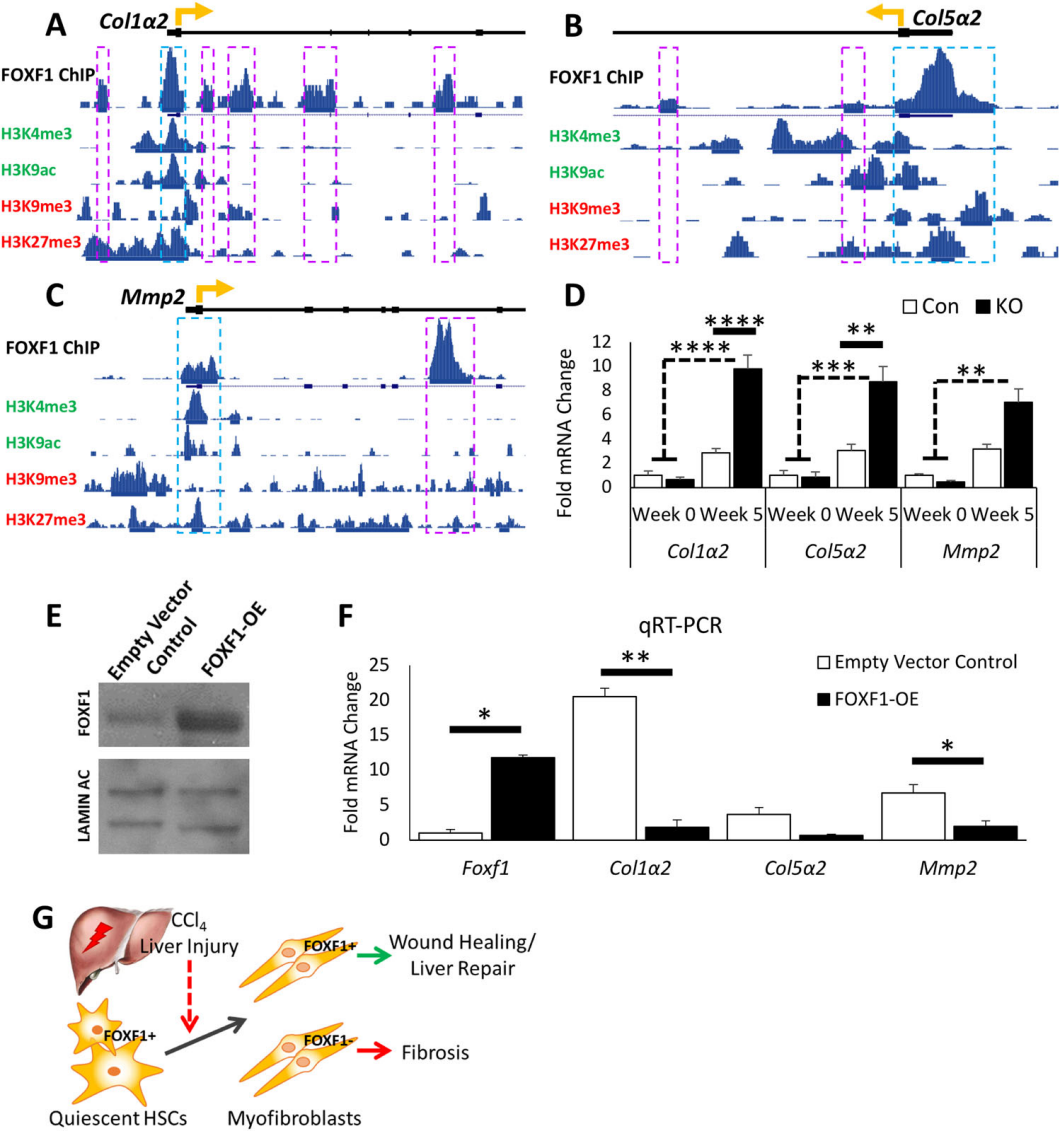
**FOXF1 binds to DNA regulatory regions of *Col1α2*, *Col5α2* and *Mmp2*.** (A–C) ChIP-seq shows FOXF1 binding near the transcriptional start sites in *Col1α2*, *Col5α2* and *Mmp2* gene loci. Histone modification marks of enhancers (H3K4me3, H3K9ac) and repressors (H3K9me3, H3K27me3) are aligned with FOXF1-binding regions. Significant areas of FOXF1 binding are marked with boxes, with blue boxes indicating the binding site is within gene promoter region. Gene transcriptional start sites are marked with a directional yellow arrow. (D) qRT-PCR analysis shows the significant increase of *Col1α2*, *Col5α2* and *Mmp2* mRNAs in the isolated stromal cells of CCl_4_-treated *αSMACreER;Foxf1^−/−^* livers. For *Col1α2* and *Col5α2*: *n*=3 mice per group in week 0; *n*=5 mice per group in week 5. For *Mmp2*: *n*=3 mice per group in week 0; *n*=6 control mice and *n*=4 KO mice in week 5. (E) Western blot shows increase in FOXF1 expression in isolated HSCs after FOXF1-overexpression. Cropped blots are presented here with full length blots presented in Fig. S12. (F) qRT-PCR shows an increase of *Foxf1* mRNA and a decrease of *Col1α2*, *Col5α2* and *Mmp2* mRNAs in isolated HSCs after FOXF1-overexpression. (G) Diagram of hepatic fibrosis in *Foxf1*-deficient mice shows that the loss of FOXF1 promotes ECM deposition and exacerbated fibrosis after CCl_4_-treatment. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.

## DISCUSSION

Myofibroblast activation is a key mechanism in the development of hepatic fibrosis. However, transcriptional regulation of myofibroblasts during liver fibrogenesis remains poorly characterized. In the present study, we found that the deletion of *Foxf1* in MFs during chronic CCl_4_-mediated injury exacerbated liver fibrosis, increased collagen deposition and stimulated expression of pro-fibrotic genes. ECM-related proteins were identified as novel FOXF1 transcriptional targets, suggesting that FOXF1 plays an important role in the regulation of ECM and collagen deposition during the progression of hepatic fibrosis.

Previous studies have focused on the role of FOXF1 in acute liver injury using a single CCl_4_ administration to *Foxf1^+/−^* mice. These studies demonstrated that FOXF1 is necessary for HSC activation to promote liver repair (Kalinichenko et al., 2003). CCl_4_-treated *Foxf1^+/−^* mice exhibited diminished collagen depositions and increased mortality after the liver injury (Kalinichenko et al., 2003). A recently published model of *Foxf1*-silencing using a lipid-based nanoparticle system to deliver *Foxf1* siRNA to the liver demonstrated attenuated collagen deposition when *Foxf1* siRNA was delivered 48 h prior to bile duct ligation (Abshagen et al., 2015). It is likely that *Foxf1* siRNA inhibited FOXF1 signaling in hepatic stellate cells, decreasing their activation and subsequent collagen depositions into the liver tissue, a finding consistent with previous studies using *Foxf1^+/−^* mice (Kalinichenko et al., 2003). Recently, a model of chronic hepatic injury using CCl_4_-injections, similar to the present study, was unsuccessful in silencing *Foxf1* expression using the same lipid based system to deliver *Foxf1* siRNA (Abshagen et al., 2015, 2017). This method involved four weeks of IP CCl_4_-injections before two weeks of treatment with *Foxf1* siRNA (Abshagen et al., 2017). It is possible that the lack of *Foxf1* silencing was due to inability of nanoparticles to target hepatic MFs. In the current study, we utilized a conditional genetic mouse model to delete *Foxf1* in MFs during CCl_4_-induced hepatic fibrosis which shares multiple histological similarities with human disease (Masugi et al., 2018; Bataller and Brenner, 2005). Interestingly, the loss of *Foxf1* in MFs resulted in increased collagen deposition, causing severe fibrotic lesions between hepatic portal triads in *αSMACreER;Foxf1^−/−^* livers. Our studies suggest that FOXF1 inhibits production of collagen and ECM during the progression of liver fibrosis. Increased fibrosis in *Foxf1*-deficient mice was associated with the appearance of liver tumors, a finding consistent with increased tumor formation in patients with liver cirrhosis (EASL-EORTC et al., 2018). Our studies suggest that maintaining *Foxf1* expression can be beneficial in patients with advanced liver fibrosis to inhibit fibrotic responses and decrease the risk of liver tumorigenesis.

In the present study, collagens were significantly increased in *αSMACreER;Foxf1^−/−^* livers after chronic CCl_4_-treatment. Desmin and αSMA were both increased in *αSMACreER;Foxf1^−/−^* livers; however, there were no differences in the number of proliferating cells between *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers. Previously, FOXF1 has been shown to stimulate cell proliferation in lung endothelial cells (Ren et al., 2014; Bolte et al., 2017) and in rhabdomyosarcoma tumor cells (Milewski et al., 2017). Surprisingly, we found that deletion of *Foxf1* from MFs does not affect their proliferation during liver fibrogenesis. It is possible that FOXF1 requires additional co-activator or co-repressor proteins (that are not present in MFs) to regulate cellular proliferation. Additionally, we found an increase in *Timp2* expression with a decrease in MMP9 activity in *αSMACreER;Foxf1^−/−^* livers. Since it is well-known that TIMPs and MMPs regulate ECM depositions to balance the scaring and healing processes during fibrosis (Duarte et al., 2015), it is possible that the loss of *Foxf1* alters the TIMP/MMP balance to allow accumulation of collagens without the degradation mechanisms necessary for proper wound healing. Interestingly, MMP9 has been implicated in HSC to MF transdifferentiation (Han et al., 2007) in addition to its roles in ECM degradation (Duarte et al., 2015; Kurzepa et al., 2014). Therefore, decreased MMP9 activity can contribute to increased liver fibrosis in *αSMACreER;Foxf1^−/−^* mice. Surprisingly, FOXF1 was increased in activated HSCs compared to quiescent HSCs. It is possible that FOXF1 is differentially regulated in HSCs compared to hepatic MFs, and that after liver injury, FOXF1 protects HSCs from differentiating into MFs through transcriptional repression of profibrotic genes.

Consistent with increased fibrosis in *Foxf1*-deficient livers, RNA-seq analysis revealed increased ECM-related functional pathways in a purified stromal cell population. Comparison with FOXF1 ChIP-seq data revealed 20 novel transcriptional targets of FOXF1, which include *Col1α2*, *Col5α2* and *Mmp2*, expression of which was increased in *Foxf1*-deficient cells.

COL1α2 is one of the most abundant ECM components in the liver along with COL1α1 and COL3α1 (Lai et al., 2011). COL5α2 is highly expressed with Collagens 1 and 3 and is important in regulating the assembly and structure of these collagens in the fibrotic matrix (Moriya et al., 2011). MMP2 acts as a collagenase, known to be activated during hepatic fibrosis (Benyon et al., 1996). In addition to increased mRNA levels of the genes in FOXF1-deficient cells, we found multiple FOXF1 binding sites within their gene promoter region and introns, suggesting direct transcriptional repression. This hypothesis is supported by the presence of H3K4me3 and H3K9ac, histone modifications associated with transcriptional repression (Dong and Weng, 2013; Rea et al., 2000), at FOXF1 binding sites. In summary, we have developed a novel genetic mouse model to study the role of FOXF1 in MFs during chronic liver injury. Using this model, we demonstrated that *Foxf1* expression in MFs is necessary to inhibit hepatic fibrosis and maintain the balance of collagen depositions, through transcriptional repression of pro-fibrotic genes.

## MATERIALS AND METHODS

### Mice

The *Foxf1^fl/fl^* mouse line was previously generated and bred into the C57Bl/6 mouse background (Ren et al., 2014; Cai et al., 2016). *Foxf1^fl/fl^* mice were bred with *αSMA-CreER* mice (Jackson Laboratory, 029925; Wendling et al., 2009) to generate *αSMACreER;Foxf1^fl/fl^* mice (Black et al., 2018). *αSMACreER;Foxf1^fl/fl^* mice were bred with *Foxf1^fl/fl^* mice and male pups were genotyped and used for all experiments at the age of 6–8 weeks. The following primers were used for genotyping: *αSMA-CreER* sense: 5′ TGCAACGAGTGATGAGGTTCGC 3′ and anti-sense: 5′ GATCCTGGCAATTTCGGCTATACG 3′; *αSMA-WT* sense 5′ GGTTTCTATTGCTACCAAGAGACAT 3′ and anti-sense: 5′ TGCACCAAACCCTGGACTAAGCAT 3′; *Foxf1^fl/fl^* sense: 5′ GCTTTGTCTCCAAGCGCTGC 3′ and anti-sense: 5′ TTCAGATCTGAGAGTGGCAGCTTC 3′. *Foxf1^fl/fl^* littermates were used as controls. To activate the conditional *Foxf1* knockout, tamoxifen (Tam) was given via intraperitoneal injection (40 mg/kg of body weight; Sigma-Aldrich) three days in a row at the beginning of each week starting at week 2 over the course of the chronic liver injury period. Hepatic injury was induced by intraperitoneal injections of carbon tetrachloride (CCl_4_; 1 μl/g of body weight 20% v/v; Sigma-Aldrich; diluted in sunflower seed oil) three times a week every other day over the course of the chronic liver injury period. The levels of aminotransferases AST and ALT, proteins albumin and globulin, and direct and indirect bilirubin were determined by serological analysis of blood serum as previously described (Sun et al., 2017; Ren et al., 2010). All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) of Cincinnati Children's Research Foundation and the NIH IACUC Guidebook. All experiments were covered under our animal protocol (IACUC2016-0038). The Cincinnati Children's Research Foundation Institutional Animal Care and Use Committee is an AAALAC and NIH accredited institution (NIH Insurance #8310801).

### Histology and immunohistochemistry

Paraffin-embedded liver sections were used for H&E staining, immunohistochemistry (IHC), or immunofluorescence (IF) as previously described (Ren et al., 2010; Kalinichenko et al., 2003; Wang et al., 2003). The following antibodies were used for immunostaining: FOXF1 (1:1000 IHC, 1:200 IF, R&D Systems), DES (1:500 IHC, 1:100 IF; Santa Cruz Technologies), αSMA (1:10,000 IHC, 1:5000 IF; Sigma-Aldrich), Ki-67 (1:1000 IHC, 1:200 IF; Thermo Fisher Scientific), Ki-67 (1:200 IF; BD Biosciences), and PH3 (1:10,000 IHC; Santa Cruz Technologies). Antibody-antigen complexes were detected using biotinylated secondary antibodies followed by avidin-biotin-horseradish peroxidase complex and 3,3′diaminobenzidine substrate (Vector Labs) as previously described (Kalinichenko et al., 2003; Ren et al., 2010; Wang et al., 2012). Sections were counterstained with Nuclear Fast Red (Vector Labs). For immunofluorescence imaging, secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 594 (Invitrogen/Molecular Probes) were used as described (Ustiyan et al., 2012; Wang et al., 2010). Cell nuclei were counterstained with DAPI (Vector Labs). Masson's Trichrome (BD Biosciences) and Sirius Red/Fast Green (Chondrex, Inc.) specialty stains were performed according to the manufacturer’s protocols. Brightfield images were obtained using a Zeiss AxioImage.A2 microscope. Fluorescent images were obtained using a Zeiss AxioPlan 2 microscope.

### qRT-PCR, western blot, and zymography

The caudate lobe of the liver was halved and used for RNA and protein studies. RNA was isolated using RNA Stat-60 (Tel-Test, Inc.) according to the manufacturer’s protocol and was reverse transcribed using the High Capacity Reverse Transcription Kit (Applied Biosystems) according to the manufacturer’s protocol. mRNAs of specific genes were measured by qRT-PCR using TaqMan probes (Applied Biosystems; Table S2) and the StepOnePlus Real-Time PCR system (Applied Biosystems) as described (Bolte et al., 2011, 2015, 2012; Wang et al., 2010). mRNAs were normalized to *Actb*. Protein extracts were isolated using cell lysis buffer as previously described (Pradhan et al., 2016) and used for either western blot analysis with Pierce ECL western blotting substrate (Thermo Fisher Scientific) or gel zymography (NOVEX) according to the manufacturer’s protocols. The following antibodies were used for protein blots: FOXF1 (1:1000, R&D Systems) (Bolte et al., 2017; Black et al., 2018; Ren et al., 2014), ACTIN (1:2000; Santa Cruz Biotechnology) (Pradhan et al., 2016), FOXM1 (1:3000; Santa Cruz Biotechnology) (Pradhan et al., 2016; Bolte et al., 2011), CCND1 (1:1000; Cell Signaling Technology) (Milewski et al., 2017). Protein band intensities were determined by ImageJ software and were normalized to ACTIN.

### Hepatic stellate cell isolation, transfection

Hepatic stellate cells were isolated from male C57Bl/6-WT mice (40–50 g), purified using Nycodenz gradient, and cultured as previously described (Pradhan et al., 2016; Dangi et al., 2012; Sumpter et al., 2012). Quiescent HSCs were harvested at day two after cell culture (Reinehr et al., 1998). After ten days in culture, activated MFs were harvested (Reinehr et al., 1998). The pMIEG3 bicistronic retroviral vector was used for FOXF1 protein overexpression as previously described (Pradhan et al., 2016). The cells were transfected as previously described (Singh et al., 2008). mRNAs in isolated MFs were normalized to *18 s* (Eukaryotic 18S rRNA Endogenous Control; Applied Biosciences). Protein in isolated MFs were normalized to LAMIN AC (1:10,000; Santa Cruz Biotechnology) (Pradhan et al., 2016).

### RNA sequencing

RNA was isolated from HSC/MF population purified from CCl_4_-treated *Foxf1^fl/fl^* and *αSMACreER;Foxf1^−/−^* livers using a differential plating method (Giassetti et al., 2016) that we modified. Briefly, liver cell suspension was plated on tissue culture dishes (Corning) and incubated for 2 h at 37°C. Supernatant and non-adherent cells were washed off and the adherent cell population was collected for experiments. Samples were pooled to generate the libraries using the TruSeq RNA library preparation kit and were sequenced on an Illumina HiSeq 2000 sequencer, generating approximately 10 M high quality single end reads (75 base-long reads). Alignment was performed using the Tophat/Cufflink pipeline (Trapnell et al., 2009, 2010). Finally, cuffmerge tool was used to generate Binary Alignment/Map files (BAM files) (Roberts et al., 2011). BAM files of RNA-seq data were analyzed using Avadis^®^ NGS Version 1.3.0 software. Reads were filtered to remove: (1) duplicate reads, (2) non-primary-matched reads, and (3) reads with alignment scores <95. Quantification was performed on the filtered reads against the RefSeq annotation. Data normalization was performed with the DESeq package. The sequencing depth was estimated by the read count of the gene with the median read count ratio across all genes. The method was based on the negative binomial distribution, which allows for less restrictive variance parameter assumptions than does the Poisson distribution. The false discovery rate was calculated according to the Benjamini and Hochberg algorithm (Benjamini and Hochberg, 1995). Genes with expression altered by a factor of 1.5 and a false discovery rate of 0.05 in *Foxf1^fl/fl^* cells compared with *αSMACreER;Foxf1^−/−^* cells were selected for gene set enrichment analysis using ToppGene Suite. Hierarchical clustering was performed by Ward's method using Euclidean distance metric. RNA-seq data are available at GEO accession GSE123726. RNA-seq data were compared to previously published ChIP-seq data (GEO accession GSE100149) using a two-way Venn diagram.

### Statistical analysis

Statistical significance differences in measured variables between control and experimental groups were assessed with a Student's *t-*test (two-tailed) or one-way analysis of variance (ANOVA) with Bonferroni post hoc test as appropriate. *P*<0.05 was considered to be significant, with *P*<0.05 indicated with *, *P*<0.01 indicated with **, *P*<0.001 indicated with ***, and *P*<0.0001 indicated with ****. Values for all measurements were expressed as mean±s.e. of mean.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

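RNA-seq of adherent hepatic stromal cells from CCl4-treated Foxf1fl/fl and αSMACreER;Foxf1−/− mice was analysed, with 1 pooled library per genotype. The authors aligned the reads with Tophat and deposited Cufflinks FPKM values per Ensembl gene, which are normalized to transcript length and mapped fragments. No counts or confidence intervals were analysed here. The authors' own fold changes came from another quantification, which was not repeated. Of the 38320 gene entries, 36490 (95.2%) had a symbol in the GENCODE M21 annotation of GRCm38 and 36402 overlapped their gene there. The paper's text does not name a build, and coordinates are those of GENCODE M21. For a symbol with several entries, the entry with the highest mean FPKM was kept. The 3 entries with a status other than OK in either library were left out of gene summaries.

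Values were scaled by the median ratio between the libraries, and a pseudocount of 0.1 was added before log2. A threshold of 1.5-fold was taken from the paper. A count-based test was not used, because FPKM values are not counts, and the false discovery rate of the paper could not be applied. Read numbers behind each value were estimated from the spacing of low FPKM values, with an assumed fragment length of 200 bases, and gave about 9936006 and 11629178 mapped reads. Approximate 95% counting intervals follow from them and hold no biological variation. Reads were placed on the longest transcript, so a gene expressed from shorter transcripts has fewer reads and a wider interval than given.

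Gene lists for collagens, other ECM, integrins, cytochrome P450, conjugation, amino acid and lipid metabolism and cell type markers were written from general knowledge before the data were examined. The collagen, integrin, cytochrome P450 and conjugation lists were chosen because Fig. 5C names such or related terms as rising or falling. Fig. 5C came from the same libraries, so the direction of these lists is not independent evidence. The median log2 fold change of each list was placed among 10000 random lists matched in 20 bins of mean expression (seed 1). Genes named were those the paper names for the isolated cells or for whole liver, the first 3 of each marker list, and the 5 largest rises and 5 largest falls at a mean FPKM of at least 10, and this rule was also fixed beforehand. A few further genes were named after the data were seen, as examples. Foxf1 is not reported here. The procedure was tested on simulated data, in which 5.75% of 400 random lists of unchanged genes lay in the outer 2.5% at either end. Alternatives changed the pseudocount, scaling, filter, fold threshold, handling of repeated symbols and matching of random lists, and others on transcript length and GC content were added after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. ChIP-seq, staining and qRT-PCR data were not used here.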

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

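The macrophage tests were chosen only after the result was seen.

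Hepatocyte and macrophage markers drew attention because the paper reports on them only as absent from the purified cells, and the summed signal of both lists was well above the smallest value the depth can show, although the hepatocyte gene with the fewest reads had about 1 in Foxf1fl/fl and 0 in αSMACreER;Foxf1−/− cells. The 22 macrophage markers held 2.38% of the summed FPKM in the Foxf1fl/fl library and 2.19% in the αSMACreER;Foxf1−/− library. The 40 hepatocyte secreted protein genes held 1.22% and 0.645%. Few reads do not account for the macrophage signal, since the marker with the fewest had about 98. The median FPKM of macrophage markers was about 191 times that of the stellate cell and myofibroblast markers in αSMACreER;Foxf1−/− cells, the lower of the ratios in the libraries. RNA from adherent macrophages is a candidate explanation, but this ratio uses the same markers in which the signal was noticed and cannot separate such cells from macrophage genes expressed in stromal cells. Transfer of RNA between cells during isolation was not tested, and a biological explanation was not tested because both genotypes show the signal.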

How the results depend on the processing

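The tests on transcript length and GC content, the 300-base minimum and the counting-interval requirement were chosen only after the results were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each genotype had 1 library. The alternative that required non-overlapping Cufflinks intervals was not run, since no intervals were analysed here, and the fold change of Foxf1 was not analysed here.

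The medians of the collagen, cytochrome P450, conjugation, amino acid, lipid and hepatocyte secreted protein lists kept their sign and their place inside or outside the outer 2.5% at either end of the random lists under every alternative run, as did the stellate cell and myofibroblast list, which lay inside but came to percentile 97.4 against lists matched on length, 94.1 matched on expression and length and 92.5 with the length trend removed. The other ECM list, with a median of 0.29, kept its side except against lists matched on length alone, where its percentile was 96.9 (98.6 when matched on expression and length). The integrin list, at 0.26, was no longer in the upper 2.5% with random lists not matched (97.3), matched on length (73.6) or matched on expression and length (83.5), and its median reversed to −0.019 with the length trend removed. The macrophage marker list, at −0.34, passed percentile 2.5 with random lists not matched (0.370) and with lists matched on length (1.88), whereas with the length trend removed its median was −0.023, at percentile 63.4. The endothelial list reversed to −0.11 with the length trend removed. The cause was not tested for these changes beyond the length adjustments themselves.

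After scaling to an equal FPKM sum 2829 genes were at least 1.5-fold higher against 1662, and 1135 were lower against 1695. With upper-quartile scaling the numbers were 2338 and 1281. Without a filter on low values 3978 genes were higher and 3302 lower, with a mean FPKM of at least 5 there were 692 and 952, and at 2-fold 581 and 800. Of the genes of Fig. 5E, 6 passed 2-fold, and 7 passed 1.5-fold with the length trend removed, against 12. Col1a2, at 0.54, moved to 0.74 with an equal FPKM sum, 0.67 with upper-quartile scaling and 0.29 with the length trend removed, and Col5a2, at 0.74, to 0.95 with an equal FPKM sum and 0.38 with the length trend removed. Among the other 66 named genes, 33 moved past their counting interval with an equal FPKM sum, 21 with upper-quartile scaling and 33 with the length trend removed. With a pseudocount of 1, 10 of the 66 did so, and with 0.01, 9 did. Depth limits Mmp2 most among the genes of the main conclusion, at about 70 reads in Foxf1fl/fl.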

Differences from the paper's values

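The paper's fold changes in Fig. 5E were compared with the present values by approximate counting error alone, since no replicates exist, and no test here was chosen only after the result was seen except where stated. For 10 of the 20 genes the gap was larger than that error. Both sets of values came from the same libraries, so the error is a yardstick and not the spread expected between quantifications. The paper's values are also rounded, so a gap near the limit, such as that of Col5a2, can arise from rounding alone. The paper's fold change was about 2.6 for Fn1 in Fig. 5E, read by eye, against 2.46, and none of the alternatives set before the data were examined closed the gap. It was about 1.6 for Exoc4 in Fig. 5E, read by eye, against 1.14, and about 1.5 for Vcl in Fig. 5E, read by eye, against 1.92, and none of those alternatives closed either gap. For Vcl, removal of the length trend, chosen after seeing the values, gave 1.62, within the error. It was about 1.7 for Flrt2 in Fig. 5E, read by eye, against 2.18, and about 1.5 for Col5a2 in Fig. 5E, read by eye, against 1.67, and for both only a pseudocount of 1 closed the gap among the alternatives set before the data were examined (1.86 and 1.62). For Flrt2, removal of the length trend, chosen after seeing the values, also did so (1.69).

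It was about 1.7 for Fryl in Fig. 5E, read by eye, against 1.37, and only scaling to an equal FPKM sum closed the gap (1.58). It was about 1.7 for Camsap1 in Fig. 5E, read by eye, against 1.42, about 1.6 for Ahnak in Fig. 5E, read by eye, against 1.46, about 1.6 for Nckap1 in Fig. 5E, read by eye, against 1.34, and about −1.8 for Pcolce2 in Fig. 5E, read by eye, against −2.12. For these 4 genes scaling to an equal FPKM sum (1.63, 1.68, 1.54 and −1.85) and upper-quartile scaling (1.55, 1.59, 1.46 and −1.94) closed the gap, and the other alternatives set before the data were examined did not. The same scalings opened gaps that were not there otherwise. With an equal FPKM sum and upper-quartile scaling, Col1a2 was 1.67 and 1.59 against the paper's value of about 1.5 in Fig. 5E, read by eye, and Fgl1 was −4.61 and −4.84 against about −5.5 in Fig. 5E, read by eye. With an equal FPKM sum Dctn3 was −1.37 against about −1.6 in Fig. 5E, read by eye. A pseudocount of 1 also opened a gap for Fgl1 (−4.96). Removal of the length trend, chosen after seeing the values, raised the number of genes with a gap from 10 to 13 and opened gaps for Col1a2 (1.22), Ssh2 (1.18), Clasp1 (1.12), Col4a5 (1.03) and Dctn3 (−1.19).

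The paper's number of increased collagen genes was about 14 in Fig. 5C, read by eye, against 6 at least 1.5-fold higher here. The paper counted genes of an annotation class that also passed a false discovery rate. Here collagen genes were taken by symbol with a filter on expression, so the numbers are not like for like and a match need not mean the same genes. Scaling to an equal FPKM sum gave 15 and upper-quartile scaling gave 14, and the other alternatives set before the data were examined gave from 3 to 9.

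The paper states that the purified cells lacked hepatocyte and Kupffer cell markers. In the libraries the FPKM of Alb was 2292 in Foxf1fl/fl and 912 in αSMACreER;Foxf1−/− cells, and that of Clec4f was 1117 and 753.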

Other observations

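Tests of GC content, dilution, mitochondrially encoded genes and short RNA features were chosen only after the result was seen, as were the ways of matching lists on length and of removing the length trend. The questions of hepatocyte RNA, stellate cell RNA, scaling and gene length were posed before.

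Several explanations were tested for the rise of ECM genes and the fall of metabolic genes in the αSMACreER;Foxf1−/− library. If that library held less hepatocyte RNA, hepatocyte secreted proteins would fall along with the enzymes, and their median log2 fold change was −1.49, so a smaller share of hepatocyte RNA is a candidate explanation for the metabolic fall. The smaller share of the 40 secreted protein genes alone would raise every other gene by 0.0084 on the log2 scale. This leaves out all other hepatocyte transcripts. Dilution by hepatocyte RNA would raise all genes of other cells alike. The collagen median was 0.53 (quartiles 0.27 to 0.61). The median was 0.046 for endothelial markers (−0.29 to 0.23) and −0.34 for macrophage markers (−0.46 to 0.035). With the length trend removed these medians were 0.19, −0.11 and −0.023. These values argue against dilution as the whole cause of the collagen rise. The quartiles of the other ECM genes, −0.076 to 0.50, overlapped both, so dilution was not excluded for them. If more stellate cell RNA were the cause, markers outside the ECM would rise as much as the ECM genes. The other ECM median exceeded theirs by 0.13, at percentile 79.9 of 10000 reshuffles, and the collagen median by 0.36, at percentile 99.1. With the length trend removed, a comparison chosen after the result was seen, the excess was −0.030 (percentile 36.6) for the other ECM genes and 0.00040 (percentile 47.0) for the collagen genes, so for both lists a change in cell proportions cannot be told apart from a change within cells. The lowest ECM median over the 4 scalings was 0.29, but the other scalings all shift every gene upward, so the sign of the median does not test scaling. A shift common to all genes cannot alter a rank among matched genes, and the other ECM list was at percentile 99.98 and the collagen list at 100 under each scaling, so scaling bears on the size of the rise and not on its excess over matched genes. Matched on GC content, the other ECM list was at percentile 100.

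Transcript length may account for part of the ECM rise. Fold changes rose with length across genes (Spearman's rho 0.45 with the longest transcript and 0.26 with the median length), and the other ECM list was at percentile 96.9 of lists matched on length, short of the upper 2.5% set as the limit before. The result depends on how the matching is done, since lists matched on both expression and length put it at percentile 98.6, and the collagen list was in the upper 2.5% under both. With the length trend removed the ECM median was still 0.16 (percentile 99.6) and the collagen median 0.19 (percentile 98.4). Length therefore did not fully account for the collagen rise. For the other ECM genes the answer depended on the adjustment. The metabolic lists stayed at percentile 0. A difference in RNA integrity or library preparation between the libraries was not tested.

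The 12 mitochondrially encoded protein genes were all higher in the αSMACreER;Foxf1−/− library, with a median log2 fold change of 0.69, and mt-Nd5 rose from an FPKM of 355 to 915. Their transcripts are 204 to 1824 bases long, and the median was at percentile 99.99 of lists matched on length, against the direction of the length trend. Its lowest value over the 4 scalings was 0.69, and this sign likewise does not test scaling. Cell stress and RNA selection were not tested, so no biological explanation is offered.

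The 10 most extreme named genes were all shorter than 300 bases. The most reads estimated behind any of them was about 131, and since features shorter than a fragment have no defined effective length, few reads cannot be told apart from real differences. Among 105 genes with at least a 4-fold change at a mean FPKM of at least 10, 66 were shorter than 300 bases. Among longer genes, C920009B18Rik rose from 2.4996 to 98.8 and Foxn3 from 2.64 to 23.9, while Rabl2 fell from 23.7 to 0.831 and Cd209g from 45.4 to 4.40. S100a8 fell from 625 to 256 and S100a9 from 1258 to 504. The 147 immunoglobulin variable genes had a median log2 fold change of −1.23.

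For genes the paper measured in whole liver, the isolated cells had the following FPKM values in Foxf1fl/fl and αSMACreER;Foxf1−/−. Col1a1 had 70.2 and 103, and Col3a1 had 115 and 164. Timp1 had 230 and 229, Timp2 had 83.1 and 105, and Timp3 had 61.6 and 77.0. Mmp8 had 5.85 and 3.90, Mmp9 had 6.76 and 5.95, Mmp13 had 67.2 and 63.0, and Mmp16 had 0.310 and 0. Foxm1 had 3.97 and 3.73, Ccnd1 had 21.2 and 20.3, Ccnb1 had 1.01 and 1.62, and Aurkb had 3.06 and 2.03.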
